# Expression of the CIC-DUX4 fusion oncoprotein mimics human CIC-rearranged sarcoma in genetically engineered mouse models

**DOI:** 10.21203/rs.3.rs-3487637/v1

**Published:** 2023-10-29

**Authors:** Peter G. Hendrickson, Kristianne M. Oristian, MaKenna R. Browne, Lixia Luo, Yan Ma, Dianna M. Cardona, Corinne M. Linardic, David G. Kirsch

**Keywords:** fusion oncoprotein, sarcoma, soft tissue sarcoma, CIC-DUX4, mouse model, autochthonous model, rare disease

## Abstract

CIC-DUX4 sarcoma (CDS) is a rare but highly aggressive undifferentiated small round cell sarcoma driven by a fusion between the tumor suppressor Capicua (CIC) and DUX4. Currently, there are no effective treatments and efforts to identify and translate better therapies are limited by the scarcity of patient tumor samples and cell lines. To address this limitation, we generated three genetically engineered mouse models of CDS (Ch7CDS, Ai9CDS, and TOPCDS). Remarkably, chimeric mice from all three conditional models developed spontaneous tumors and widespread metastasis in the absence of Cre-recombinase. The penetrance of spontaneous (Cre-independent) tumor formation was complete irrespective of bi-allelic CIC function and the distance between loxP sites. Characterization of primary and metastatic mouse tumors showed that they consistently expressed the CIC-DUX4 fusion protein as well as other downstream markers of the disease credentialing these models as CDS. In addition, tumor-derived cell lines were generated and ChIP-seq was preformed to map fusion-gene specific binding using an N-terminal HA epitope tag. These datasets, along with paired H3K27ac ChIP-seq maps, validate CIC-DUX4 as a neomorphic transcriptional activator. Moreover, they are consistent with a model where ETS family transcription factors are cooperative and redundant drivers of the core regulatory circuitry in CDS.

## Introduction

The increased use of molecular diagnostics in cancer care has improved our understanding of tumor types that were previously difficult to classify. Ewing-like sarcoma, or undifferentiated small round cell sarcoma, is an example of a tumor that is both rare and difficult to distinguish from other small round blue cell tumors^1^. Historically named for its histological and phenotypic similarities to Ewing sarcoma, Ewing-like sarcoma was a diagnosis of exclusion^2^. Recently, it was discovered that a majority of Ewing-like sarcomas harbor a reciprocal translocation at t(4;19)(q35;q13), leading to a CIC-DUX4 gene rearrangement^3^. The resultant fusion protein contains the DNA binding domain from CIC, a canonical tumor suppressor, and the transcriptional activation domain (TAD) of DUX4, an early embryonic pioneer factor^4^. The CIC-DUX4 oncoprotein behaves as a transcriptional activator, however, the mechanisms behind CIC-DUX4 mediated tumorigenesis remain unclear^5^.

Ectopic CIC-DUX4 expression transforms murine mesenchymal cells and osteochondrogenic progenitor cells with high efficiency^6^. Orthotopic allografts using these cells form aggressive undifferentiated small round cell tumors resembling human CIC-DUX4 driven sarcomas (CDS). To our knowledge, there is no existing autochthonous mammalian model of this malignancy. Our prior work has demonstrated the importance of co-evolution of the tumor and tumor microenvironment when evaluating novel therapeutics and interventions such as radiotherapy^7^. In soft tissue sarcomas, radiation therapy is a mainstay of treatment, however, treatment efficacy varies across tumor types and histologies. Clinically, compared to Ewing sarcoma CDS is more resistant to chemotherapy and radiation therapy^8,9^. Due in part to the extreme rarity of the disease and further confounded by the aggressive disease course, identification and clinical trials of new therapies are especially difficult. Therefore, a model system that recapitulates this tumor and enables mechanistic studies of tumor initiation, progression, metastasis, immune evasion, and the response to treatment is of particular significance. In this work, we describe efforts to generate an autochthonous primary mouse model of CDS that mimics the human disease to serve as a preclinical platform for developing novel therapies for CDS.

## Methods

### Derivation of transgenic animals

All animal experiments were approved by Duke University Animal Care and Use Committee, protocol number A014-22-01. Ch7CDS mice were generated using homology-independent CRISPR/Cas9-mediated targeted integration. A donor vector was designed to insert loxP sites and sequence from the human DUX4 TAD at the c-terminus of the endogenous Cic locus on chromosome 7 (ENSMUG00000005442). Suitable sgRNAs were identified (Supplementary data 4), validated in vitro, and then cloned into a CRISPR/Cas9 activator plasmid (Addgene #64073). G4 embryonic stem cells were co-transfected with the activator and donor plasmids and then selected in G418-containing media^10^. Embryonic stem (ES) cell clones containing the conditional knock-in were identified by PCR and validated with Sanger sequencing before injecting into donor ICR mouse morulae. Morulae were transplanted into female nurse ICR mice for gestation and delivery of chimeric pups.

Rosa26 Lox-STOP-Lox (LSL) Ai9-HA-CIC-DUX4 (R26-Ai9) mice were generated by subcloning an N-terminal 3x HA-tagged CIC-DUX4 fusion gene from Yoshimoto et al.^6^ into a Rosa26 targeting construct (Addgene #21714). The sequence verified construct was then transfected into ES cells and selected in G418 media-containing. Clones containing the knock-in were identified by PCR, sequence validated, and then injected into donor ICR mouse morulae which were transplanted into female nurse ICR mice for gestation and delivery of chimeric pups.

Rosa26 LSL TOPO-HA-CIC-DUX4 (R26-TOPO) mice were generated by subcloning the LSL cassette from a Lox-STOP-Lox TOPO vector (Addgene #11584) into the Rosa26-Ai9-HA-CIC-DUX4 targeting construct. Transfection into ES cells, clonal selection, validation, and transplantation were carried out as described above.

### Genotyping

Genomic DNA (gDNA) was purified from ES cells and tail clips using the Quick-DNA Miniprep Kit (Zymo Research). Initial validation of target insertion was performed with primers designed to amplify across the 5’ and 3’ integration sites (Supplementary data 1–4). Several positive ES cell clones were then selected (indicated by red font) and verified by Sanger sequencing prior to expansion and morulae aggregation. To look for recombination, gDNA was also purified from tumors and tumor-derived cell lines as above and new primer pairs were designed to amplify across the entire region between the loxP sites (Supplementary data 4). PCR was performed using TaKaRa LA Taq and optimized for amplicon size.

### Derivation of tumor cell lines

Mouse soft tissue sarcoma cell lines were generated as described previously^11^. Tumors were resected using aseptic technique from humanely euthanized animals. Tumor tissue was enzymatically and mechanically digested by serial pipetting, washed, and resuspended in sterile PBS. The cell suspension was filtered through a 70 μm cell strainer, pelleted, and resuspended in DMEM containing 10%FBS and 1X GA-1000 antibiotic (standard growth media). Cells were plated at high density in tissue culture treated flasks and assessed for cell death the following morning. Viable adherent cells were maintained in standard growth media and passaged with 0.25% trypsin-EDTA.

### Western blot

Cells lines were maintained in standard growth media until 80% confluency. Using Trypsin-EDTA, the cells were lifted, collected in Hank’s Balanced Salt Solution, and then pelleted by centrifugation (300×g for 3 minutes). Lysates were made using RIPA buffer (supplemented with 1% SDS, HALT protease inhibitor (Thermo Fisher Scientific), and Benzonase) and quantified with Pierce BCA protein assay kits. Heat-denatured proteins were loaded onto a 10% Bis-Tris gel, run at 150–200v in 1x MES buffer, and then wet-transferred at 350mA for 1 hour at 4°C. Importantly, all above steps were completed in a single day due to the unstable nature of the CIC-DUX4 fusion protein. The CIC-DUX4 fusion (~260kD) was probed using an anti-HA antibody (Cell Signaling, 3724) at 1:1000 dilution or anti-DUX4 antibody (Abcam, ab124699) at 1:1000. Cre was detected using an anti-Cre antibody (Cell Signaling, 15036) at 1:1000 dilution with B-actin at 1:2000 (Sigma, A1978) as a loading control. Images were acquired on a LI-COR Odyssey CLx and processed using the Image Studio Software.

### Immunohistochemistry

Tissue samples were fixed in 10% formalin/70% ethanol and embedded in standard paraffin blocks. Five micrometer sections were mounted and stained with hematoxylin and eosin (H&E) or antibodies. Chromogen amplification and detection of antibodies was performed using the Vectastain Elite ABC-HRP Kit and DAB Peroxidase Substrate Kit (Vector Labs). Antigen unmasking was performed with a citrate buffer pH 6.0 by a modified microwave retrieval method or boiling. Images were captured on a Leica inverted light microscope with DFC450 camera and processed using the Leica Application Suite. The following antibodies were used for immunohistochemistry: DUX4 (Thermo-Fisher, MA5–16147), HA (Cell Signaling, 3724), CD99 (Thermo-Fisher, bs-2523R), Pan-cytokeratin (abcam, ab9377), WT1 (Thermo-Fisher, PA5–116131), Sox10 (abcam, ab227680), Desmin (abcam, ab15200), CD34 (Thermo-Fisher, 14-0341-82). All slides were reviewed by an expert sarcoma pathologist (DC) at Duke University.

### RNA-sequencing

RNA was extracted and purified from flash frozen tumors/normal tissues and cells using a Qiagen RNeasy kit following the manufacturer’s instructions for fibrous tissue (Qiagen, Hilden, Germany). High quality RNA (RIN >7) was divided into triplicate from which 150bp paired-end, rRNA-depleted, libraries were made using the Illumina TruSeq RNA library Prep Kit (Illumina, CA, USA). Libraries were quantified using the KAPA Library Quantification kit (KAPA Biosystems, MA, USA), multiplexed, clustered onto flowcells, and then sequenced using an Illumina HiSeq 4000 sequencer (or equivalent platform) by GENEWIZ (Azenta, NJ, USA). Raw sequencing reads were trimmed using Trimmomatic v0.39 (ILLUMINACLIP:TruSeq3-PE-2.fa:2:30:10:2:keepBothReads LEADING:3 TRAILING:3 MINLEN:36) and then aligned to the mm10 reference genome using default parameters in STAR v2.7.10a. FeatureCounts (Subread v2.0.3) was used to compile a count table from sorted and indexed BAM files which was then loaded into DESeq2 for differential expression analysis. Raw data is available on GEO under the accession number GSE241369.

### ChIP-sequencing

ChIP-sequencing was performed in tumor-derived cell lines generated from Ai9CDS and TOPCDS mice using the Active Motif ChIP-IT High Sensitivity kit (ActiveMotif, CA, USA). Cells were seeded into 150mm dishes and cultured in standard growth medium. At 80% confluency, the cells were crosslinked in 37% formaldehyde (with methanol) for 15 minutes on the dish and quenched with glycine. Washed cell pellets were manually lysed using a dounce homogenizer and the chromatin was fragmented using a Q125 sonicator (Qsonica, CT, USA) with the following settings: 25% amplitude, 30 seconds ‘ON’/30 seconds ‘OFF’ for 20 minutes total. Separate immunoprecipitation reactions using an Anti-HA tag antibody (Abcam; ab9110) or anti-Histone H3K27ac antibody (ActiveMotif, 39134) were setup for overnight immunoprecipitation reactions at 4°C. ChIP DNA was bound to Protein G agarose beads, column purified, and eluted. 150bp, paired-end, DNA libraries for sequencing were prepared using the TruSeq DNA library Prep Kit (Illumina, CA, USA) and quantified using the KAPA Library Quantification kit (KAPA Biosystems, MA, USA). Libraries were sequenced on an Illumina HiSeq 4000 sequencer (or equivalent platform) by GENEWIZ (Azenta, NJ, USA). Raw sequencing reads were trimmed using Trimmomatic v0.39 and then aligned to the mm10 reference genome using Bowtie 2 (-q -t --no-mixed --no-discordant). Duplicate reads were marked and removed using Picard tools v2.18.2 and peaks were called with MACS3 (-B -f BAMPE -g 1.87e9 -q 0.01). Peak files were filtered against the ENCODE blacklisted regions (https://github.com/Boyle-Lab/Blacklist/tree/master/lists) and then annotated using ChIPseeker v3.17^12^. De novo motif enrichment analysis on HA-CIC-DUX4 peaks was performed with HOMER v4.11^13^. Super Enhancers were called from H3K27ac peaks using ROSE and used as input for CRCmapper to map the core regulatory circuitry^14,15^. Raw data is available on GEO under the accession number GSE241370.

## Results

### Fusion of a human DUX4 C-terminal domain to endogenous Cic is sufficient to generate small round cell sarcomas in mice.

To investigate the ability of CIC-DUX4 to generate tumors in vivo, we used CRISPR/Cas9 to insert the C-terminal domain (CTD) of human *DUX4* into exon 20- the most common breakpoint in human fusions- of the endogenous mouse *Cic* gene on chromosome 7^16^. This strategy was chosen over a pure endogenous fusion model due to the repetitive structure of Dux/DUX4 alleles and weak CTD conservation^17^. Here, prior to Cre exposure, mice express two alleles of endogenous Cic. In this model, injecting the mice with an Adenovirus expressing Cre or breeding the mice with a tissue specific Cre driver would drive recombination between the loxP sites to excise the endogenous exon 20 and termination sequence to express the Cic-DUX4 fusion (Figure 1a). By this method, one allele of the endogenous mouse *Cic* gene is converted to *Cic-DUX4*, which recapitulates the haploinsufficiency of *CIC* observed in naturally occurring CIC-DUX4 sarcomas. Screened and validated ES cell clones were successfully injected, and 38 viable chimeric pups were born to host ICR mother mice. As expected, chimeric animals showed a high contribution of donor genetic material (50–100%) and genotyping by tail clip at one week of age found that all 38 pups harbored an unrecombined transgenic allele (Supplementary data 1). Surprisingly, beginning at 3-weeks of age, in the absence of Cre recombinase the chimeric animals spontaneously developed large, and in some cases multifocal tumors involving the limbs, flank, back, abdomen, and head and neck region which rapidly grew and metastasized (Figure 1b). The animals were humanely euthanized when evidence of extensive tumor burden or illness was observed, and all discernable tumors were harvested for analysis. By 5 weeks of age, all 38 chimeric animals were dead (Figure 1c). Although none of the animals were exposed to Cre recombinase, PCR amplification across the loxP sites demonstrated tumor-specific recombination (Figure 1d). To further characterize this model, several tumors were evaluated using an immunohistochemical panel for small round cell sarcomas including: CD99, WT1, SOX10, Cyotkeratin (CK), CD34, and Desmin. The tumors consistently showed focal/patchy CD99 expression and strong WT1 expression similar to human CDS (Figure 1e)^18–20^. Taken together, these data suggest that spontaneous (Cre-independent) CIC-DUX4 expression is sufficient to induce the formation of aggressive small round cell sarcomas in mice.

### CIC haploinsufficiency is not required for CIC-DUX4 sarcomagenesis.

CIC is a highly conserved and canonical tumor suppressor that regulates MAPK effector gene expression^21^. In oligodendrogliomas, mutations in *CIC* are common and believed to be a key oncogenic event^22^. To test the necessity of CIC haploinsufficiency for CDS formation, we utilized a homologous recombination strategy to insert a 3x HA-tagged human CIC-DUX4 cDNA into the Rosa26 locus under control of a Lox-STOP-Lox cassette (Figure 2a). Here, the HA-CIC-DUX4 fusion is expressed without affecting the endogenous *Cic* alleles. In parallel with production of the Ch7CDS model, targeted ES cell clones were screened, validated, and implanted giving rise to 32 chimeric pups. Animals showed 50–100% chimeric contribution and genotyping at 1 week of age confirmed the presence of an unrecombined transgenic allele (Supplementary data 2). Again, beginning at 3 weeks of age, in the absence of Cre-recombinase the chimeric Ai9CDS animals spontaneously developed tumors and rapidly succumbed to disseminated disease. By 6 weeks of age, all animals had died naturally or were humanely euthanized (Figure 2b) with tumors histologically resembling CDS. PCR amplification across the loxP sites demonstrated recombination of the loxP sites in the tumors (Figure 2c). Based on the rapid tumor onset despite two intact *Cic* alleles, we conclude that CIC haploinsuffiency is not required for CIC-DUX4 sarcoma formation.

### Extended STOP cassette does not prevent Cre-independent recombination.

Genetic recombination is a fundamental biological process that is mediated, and exploited in genetic engineering, by the presence of direct repeat sequences such as loxP sites. In the Cre-loxP system, the likelihood and efficiency of recombination decreases with increasing distance between pairs of loxP sites^23^. To try to delay tumor onset, we engineered a third mouse model, TOPCDS, using the same strategy as the Ai9CDS mouse with one exception. In place of a short LSL cassette optimized for cloning, we utilized a long LSL cassette subcloned from a targeting construct used to control the expression of other potent oncogenes like *Kras*^*G12D*^ (Figure 2d)^24^. Compared to the ~900bp LSL cassette in the Ai9 vector, the TOPO LSL cassette spans ~5700 bp and contains two additional STOP sequences making it less susceptible to spontaneous recombination. 42 viable chimeric pups were born to host ICR mothers. Animals showed 50–100% chimeric contribution and genotyping at 1 week of age confirmed the presence of an unrecombined transgenic allele (Supplementary data 3). Beginning at 3 weeks, in the absence of Cre the animals once again developed spontaneous tumors which rapidly and widely metastasized. By 9 weeks of age, all 42 animals had died naturally or were humanely euthanized (Figure 2e) with tumors identical in appearance and histology to the first two models. Examination of loxP sites using PCR amplification showed tumor-specific recombination (Figure 2f). Thus, although the extended LSL cassette modestly increased tumor latency, it was not sufficient to prevent Cre-independent recombination.

### Tumors that arise in chimeric transgenic animals are driven by CIC-DUX4 in the absence of Cre recombinase.

To validate that the tumors in our chimeric mice were driven by CIC-DUX4, in situ expression of the fusion protein was validated using immunohistochemistry. Here, antibodies against the N-terminal HA epitope tag as well as the C-terminus of human DUX4 were used to confirm expression of the fusion gene. Notably, in both Rosa26 models (Ai9CDS and TOPCDS), HA and DUX4 showed strong positive nuclear staining in the tumor cells but not in surrounding stroma or normal tissue (Figure 3a)^25^. As expected, Ch7CDS tumors exhibited strong nuclear DUX4 staining, and the HA epitope was not detected. Cre-recombinase was also not detected in any of the models. To rule out the possibility of transient Cre expression from a cryptic transgenic Cre allele, PCR genotyping was performed on genomic DNA isolated from ES cells, tails, and tumors from each of the three models. All assays for Cre, iCre, and strain-specific Cre (i.e. Meox2-Cre, Tie2-Cre, and Vil1-Cre) were negative. To facilitate mechanistic and genomic studies, tumor-derived cells lines were generated from each of the three mouse models. Like the parent tumors, all three cell lines expressed the full-length CIC-DUX4 fusion oncoprotein in the absence of Cre-recombinase (Figure 3b). To measure CIC-DUX4 transcriptional activity, RNA was harvested from tumors and tumor-derived cell lines for bulk RNA-sequencing. Using mouse KP (Kras^G12D^, p53^fl/fl^) sarcoma tumors^26^ and normal muscle as controls, all three CDS models strongly upregulated markers of CIC-rearranged sarcoma including ETV1/4/5, SHC3/4, DUSP4/6, and VGF further credentialing them as CIC-DUX4 sarcomas^5,20,27^ (Figure 3c).

### CIC-DUX4 behaves as a neomorphic transcriptional activator.

Several studies have inferred a neomorphic function for CIC-DUX4 as a direct transcriptional activator based on gene expression changes in transformed cell lines and ChIP-sequencing with non-specific antibodies^24,25^. Using the N-terminal 3x HA-epitope tag, CIC-DUX4 fusion gene specific ChIP-seq was performed in the Ai9CDS and TOPCDS cell lines revealing 4,861 and 5,057 high confidence binding sites, respectively (Figure 4a). 

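HA ChIP-seq was performed in 1 tumor-derived cell line from an Ai9CDS mouse and 1 from a TOPCDS mouse, with 1 library per line and an input library for each. The antibody was directed against the HA tag of the fusion, and no immunoprecipitation from cells without the tag was analysed here. The authors called peaks with MACS3 on mm10 (GRCm38). The deposited lists give position, summit, fold enrichment over background and -log10 q for each peak. Fold enrichment is the authors' value and was used here only within 1 list, to rank peaks, to compare groups of peaks and to score stitched domains. The lists held 4883 peaks in Ai9CDS and 5083 in TOPCDS, with median widths of 461 and 469 bp. Of these, 4458 and 4678 had a -log10 q of 5 or more. The strongest TOPCDS peak lay in an intron of Etv1, which encodes an ETS factor repressed by CIC in normal cells (chromosome 12, 38842999 to 38844535, fold enrichment 134.8). The same place ranked 4 in Ai9CDS. The strongest Ai9CDS peak lay at Vps26c, which encodes a subunit of an endosomal recycling complex (chromosome 16, 94509672 to 94510900, fold enrichment 107.5). Dusp6, which encodes a phosphatase that turns off ERK, was the nearest gene to 15 peaks in each line. Spry2, which encodes another brake on RAS-MAPK signaling, was nearest to 8 in Ai9CDS and 10 in TOPCDS. The lists hold peaks and no reads, so library depth is unknown, and with 1 library per antibody and line no replicate check was possible. All intervals are exact binomial 95% intervals over peaks, and peaks of 1 library are not independent replicates.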

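HA peaks lay at promoters and, more often, far from them. In Ai9CDS 985 summits (20.2%, interval 19.1 to 21.3) lay within 3000 bp of an annotated TSS, and in TOPCDS 1109 (21.8%, 20.7 to 23.0). Muc5ac, which encodes a secreted mucin, Shc3, which encodes a signaling adaptor, and Vgf, which encodes a neuropeptide precursor, each carried a shared HA peak within 3000 bp of a protein-coding TSS. Peaks relocated at random within their chromosomes gave promoter shares of 15.7% and 15.6%, so the observed shares were 1.285 and 1.40 times chance (permutation p = 0.001 in both lines, one-sided, the smallest that 1000 relocations can give). Against as many H3K27ac peaks of the same line drawn at random the direction turned, to 0.444 and 0.547 times, because 45.4% and 39.9% of H3K27ac peaks lay at promoters. A promoter from 1000 bp upstream to 100 bp downstream of a TSS raised the ratio to 1.94 and 2.41, and to 2.40 and 3.12 with protein-coding transcripts alone. Both windows were chosen after the first ratio was seen.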

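Genes near the shared peaks included many that CIC represses in normal cells. Of 20 known targets of CIC repression, 15 were the nearest protein-coding gene to a shared HA peak in both lines against 4.13 expected, the strongest being Etv1, Dusp6, Spred1 and Spry2. Of the 11 markers of CIC-rearranged sarcoma named by the paper, 9 were bound against 1.87 expected, and Acsf2 and Spon2 were not. Of the 11 core transcription factors, 9 were bound against 2.78 expected, and Srebf1 and Foxk1 were not. The paper names the markers as upregulated in these models, in its text and Fig. 3c, and took the core factors from these H3K27ac libraries, so neither list is independent evidence. These 3 lists had an adjusted permutation p of 0.00699 each (one-sided, 1000 relocations of the shared TOPCDS peaks, Benjamini-Hochberg over 21 lists). The relocations, and the H3K27ac draws below, took shared peaks of TOPCDS alone and placed or drew each peak singly. Expected counts therefore did not ask for both lines or keep clusters of peaks, and they can be too high. Feedback regulators of RAS-MAPK signaling followed, with 11 of 23 genes bound against 4.09 expected (adjusted permutation p = 0.0105), including Spred2, which encodes an inhibitor of RAF activation. All of these bound feedback genes but Rasa2, Errfi1 and Nf1 were also among the bound CIC targets, as were all bound markers but Muc5ac and Vgf, so these lists are not separate evidence. In the Hippo list 10 of 30 genes were bound against 4.06 expected (adjusted permutation p = 0.0140), including Amotl1, Limd1 and Smad7 and Tead1, which encodes a DNA partner of YAP. In the focal adhesion list 14 of 44 were bound against 6.31 expected (adjusted permutation p = 0.0126), including the laminin gene Lamc1, the thrombospondin gene Thbs1 and the integrin genes Itga8 and Itga9. Shared H3K27ac peaks that carry HA stayed among those drawn in the next test. This can raise its expected counts, so a list that fails it may still be preferred by HA. When the same number of shared H3K27ac peaks was drawn in place of relocated peaks, none of the 21 lists passed. The markers were then at 1.53 times and the CIC targets at 1.39 times the expected number (adjusted permutation p = 0.294 for both, and between 1.17e-12 and 0.00420 under the other alternatives). With the TSS within 50000 bp of the summit the ratios rose, for the markers from 4.82 to 10.3, for the core factors from 3.24 to 8.20, for the CIC targets from 3.63 to 8.19, for the feedback regulators from 2.69 to 5.60 and for focal adhesion from 2.22 to 3.52.

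**Figure D1:**
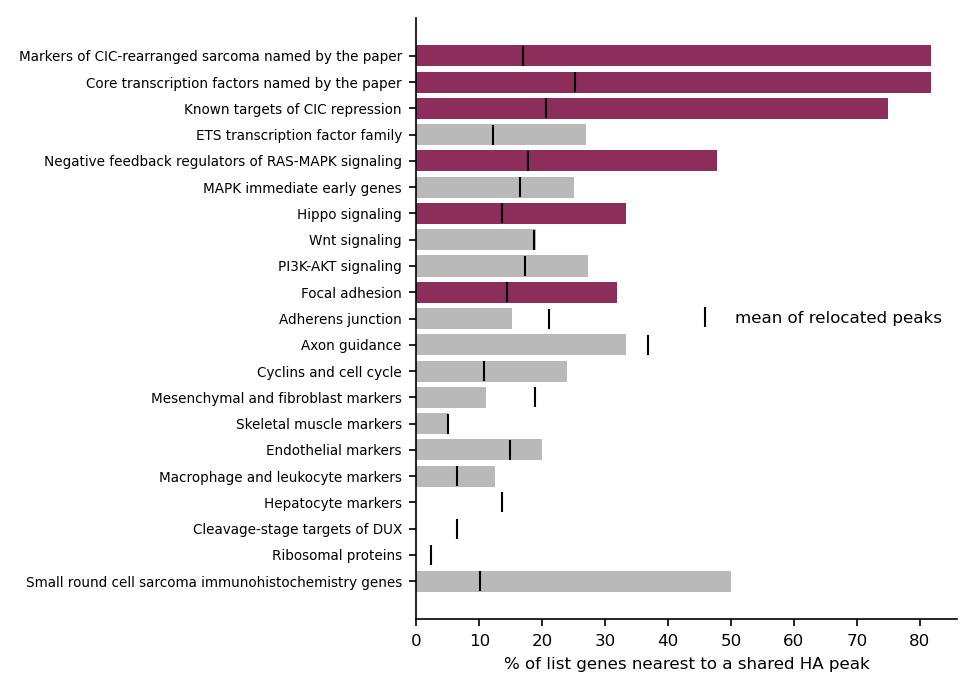
Percent of the genes of each list that were nearest to a shared HA peak in both lines, 81.8% for the markers named by the paper and 75.0% for known CIC targets. Dark bars passed at an adjusted permutation p under 0.05, and black marks are the mean of 1000 relocations of the shared TOPCDS peaks.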

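The Wnt list had 8 of 42 genes bound against 7.82 expected (adjusted permutation p = 0.844), the strongest being Vangl1, Nkd2, the effector gene Tcf7l2 and the ligand gene Wnt5a. The PI3K-AKT list had 12 of 44 against 7.57 (adjusted permutation p = 0.113), the strongest being the growth factor gene Pdgfc, the insulin receptor gene Insr, Ccnd2 and Creb1. Axon guidance genes, which lie in large territories, such as Sema6a, Robo1 and Robo2, were bound at 15 of 45 against 16.6 expected. Adherens junction genes, such as Ptprm, Cdh2, Cdh5 and Fyn, were bound at 5 of 33 against 6.93 (adjusted permutation p = 1 for both). Fisher's exact test over all protein-coding genes, which leaves out territory size, gave ratios of 2.70 for Wnt (adjusted p = 0.0158), 3.86 for PI3K-AKT (9.72e-05) and 4.72 for axon guidance (9.65e-07), turning the direction of the last. The other alternatives gave adjusted p-values of 0.541 to 0.876 for Wnt and axon guidance values of 0.541 to 0.943. Axon guidance also lay above the expected number, without passing, with the TSS within 50000 bp (1.23 times) and against H3K27ac draws (1.17 times). With the TSS within 50000 bp of the summit the PI3K-AKT list also passed (2.47 times, adjusted permutation p = 0.0330, against 0.115 for stronger peaks and 1 for H3K27ac draws). Of the ETS family 7 of 26 genes were bound against 3.15 expected (adjusted permutation p = 0.0629), of cyclins and cell cycle genes 6 of 25 against 2.68 (0.0682), and of MAPK immediate early genes 5 of 20 against 3.31 (0.381), the strongest of these being Klf6, Myc, Jun and Ier5. Cd34 and Wt1 were bound among 4 genes of immunohistochemistry panels, against 0.406 expected (adjusted permutation p = 0.103). Ribosomal protein genes (0 of 30), hepatocyte markers (0 of 15) and cleavage-stage targets of DUX (0 of 16) had no bound gene, against 0.684, 2.04 and 1.03 expected. Skeletal muscle markers had 1 of 20 against 1.00 expected (Myh7) and mesenchymal markers 2 of 18 against 3.39 (Fn1 and Vim). Endothelial markers had 3 of 15 against 2.22 (Kdr, Cdh5 and Pecam1) and leukocyte markers 2 of 16 against 1.03 (Ptprc and Itgam). The gene lists were written from general knowledge and are not the KEGG sets.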

Binding was most enriched at gene promoters (observed/expected:3–4, p<1e-70) and associated with genes involved in notable oncogenic signaling pathways including Hippo, Wnt, and PI3K-AKT (Figure 4b). Because fusion proteins can acquire novel binding site capabilities, de novo motif enrichment analysis was performed on peaks shared between the two experiments (n=2,410). 

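In Ai9CDS 2425 HA peaks (49.7%, interval 48.3 to 51.1) overlapped a TOPCDS peak by at least 1 bp, and in TOPCDS 2418 (47.6%) overlapped an Ai9CDS peak. Among the peaks that ranked highest in both lines were those in introns of Etv1 and of Gmds, which encodes an enzyme of fucose synthesis. Others were intergenic, 1725 kb from the nearest protein-coding TSS, that of Acvr2a, and 106.2 kb from that of Pkn2. Of the 500 strongest peaks 83.6% in Ai9CDS and 86.0% in TOPCDS were shared, and of those ranked after the first 3000, 36.4% and 33.7%. Shared peaks carried the CIC octamer more often than the peaks of 1 line alone, at 27.8% against 16.7% in Ai9CDS and 30.8% against 21.1% in TOPCDS. The strongest Ai9CDS peaks without a TOPCDS partner lay nearest to Cypt2, to the N-cadherin gene Cdh2, to Actc1, which encodes cardiac actin, and to Ppargc1a and Oxr1. Those of TOPCDS lay nearest to Kalrn, Prg4, the Notch ligand gene Jag1, Pitrm1 and Aldh1a3. At these places the other line had no H3K27ac peak, except at Cypt2 and Aldh1a3. At the peak nearest to Cdh2, 609.8 kb from its TSS, Ai9CDS had none either. Relocated Ai9CDS peaks met a TOPCDS peak 11.6 times on average and 24 times at most (permutation p = 0.001, one-sided, the smallest that 1000 relocations can give). HA summits were nearest to 2628 protein-coding genes in Ai9CDS and 2670 in TOPCDS, with 1716 genes in common, and 1541 genes were nearest to a shared peak in both. With the TSS within 3000 bp of the summit the gene counts fell to 387 and 455.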

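Of the 2418 TOPCDS summits of shared peaks, 744 had the CIC octamer T(G/C)AATG(A/G)A within 100 bp. The form TGAATGAA stood at 17.4% of summits and TGAATGGA at 10.1%. At Shc3, a gene of the paper's marker set, TGAATGGA lay 9 bp from the strongest shared summit, and at Etv4 TTCATTCA, the reverse complement of TGAATGAA, lay 22 bp from it. The promoter peak of Muc5ac held 2 octamers, and the strongest shared peaks of Tead1 and of Gli3, which encodes a mediator of Hedgehog signaling, held none. The ETS site AGGAAGT was found at 528 summits (21.8%, interval 20.2 to 23.5), and 6.04% of summits had both motifs and 53.4% neither. In flanks 2000 bp away the CIC octamer stood at 3.85% (ratio 8.00, exact sign test p = 3.35e-142, two-sided) and AGGAAGT at 4.84% (ratio 4.51, p = 1.52e-71). Peaks with 1 octamer had a median fold enrichment of 8.73 and the 86 peaks with 2 of 13.3, against 6.39 for peaks with none. In the 27 peaks with 3 or more octamers it was 11.2, lower than with 2. The ETS site was no more frequent beside an octamer than without one (19.6% against 22.8%, odds ratio 0.826, Fisher's exact p = 0.0878). Against H3K27ac peaks without HA the ETS ratio was 2.46 in TOPCDS, where midpoints stood in for summits, and 4.41 in Ai9CDS, a control chosen after the data were seen.

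**Figure D2:**
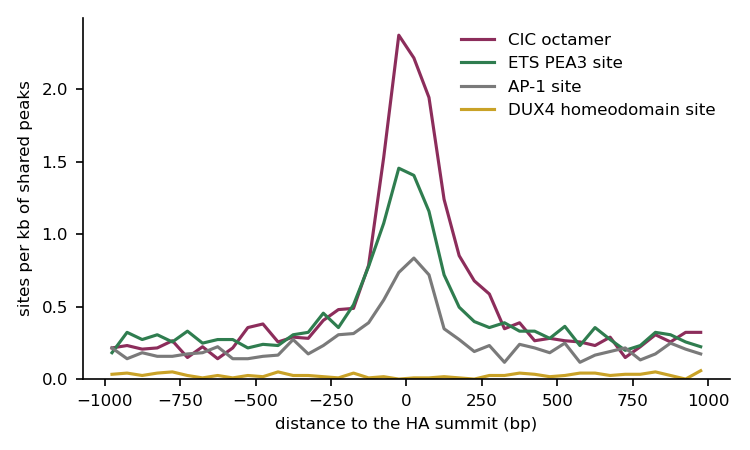
Sites per kb around the summits of 2418 shared HA peaks, in bins of 50 bp. The CIC octamer reached 2.37 sites per kb, and the ETS and AP-1 sites also peaked at the summit while the DUX4 homeodomain site did not.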

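Other families differed at the shared summits. The AP-1 site TGA(G/C)TCA, bound by Fos and Jun proteins, stood at 12.5% of summits and 3.76% of flanks (ratio 3.33, adjusted exact p = 1.61e-28). The TEAD site, bound by the DNA partners of YAP, stood at 6.78% against 3.23% (adjusted exact p = 3.87e-08), and the SOX site at 35.0% against 28.6% (2.96e-06). The TEAD word RCATTCCW, read on the other strand, holds both the ETS core GGAA and the CIC core AATG. Its excess therefore cannot be assigned to TEAD factors. The SOX word ACAA(A/T)G holds the CIC core AATG in its form ACAATG, and its forms were not counted apart. The SOX excess therefore cannot be assigned to SOX factors either. The DUX4 homeodomain site was found at 4 summits (0.165%), against 0.620% of flanks (adjusted exact p = 0.0269). The GGAA core was present at 97.0% of summits and 87.6% of flanks (1.72e-34). The GGAA repeat bound by the Ewing sarcoma fusion was found at 1.08% against 0.289% (0.00231), and the site CCGGAAGT at 0.662% against 0.165% (0.0184). RUNX (6.41% against 5.00%, adjusted exact p = 0.0535), E-box (11.7% against 12.4%, 0.510), SP-KLF (1.24% against 0.868%, 0.306) and CTCF sites (1 summit, 1.00) did not pass. These are exact sign tests, two-sided, with Benjamini-Hochberg adjustment over 14 motifs.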

As anticipated, the most enriched motif matched the predicted binding site of CIC (CATT), however, a motif matching the consensus binding site for ETS transcription factors (GGAA) was also highly over-represented at HA-CIC-DUX4 binding sites (Figure 4c). To investigate the effect of CIC-DUX4 binding on local chromatin, ChIP-seq for H3K27ac was performed in parallel. 

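H3K27ac, a mark of active promoters and enhancers, was profiled in the Ai9CDS and TOPCDS lines with 1 library each. The paper describes the same peak calling for HA and H3K27ac. The deposited lists held 26846 peaks in Ai9CDS, covering 34.4 Mb, and 38439 in TOPCDS, covering 56.3 Mb. Median widths were 926 and 1032 bp. The TOPCDS list differs from the other lists in its columns and gives no summit, so the middle of each peak stood in for it. Whether it was called in the same way is not known, so counts, widths and covered Mb may not compare between the lines. Of the Ai9CDS peaks 20466 (76.2%, interval 75.7 to 76.7) overlapped a TOPCDS peak, against a mean of 1104 after relocation (permutation p = 0.00990, one-sided, the smallest that 100 relocations can give). With an overlap of at least 50% of both peaks 13044 were shared, which is more than 1.5 times fewer. Seen from TOPCDS, 19144 peaks (49.8%) overlapped one of Ai9CDS. The 11 core factors named by the paper include Etv4 and Etv5, ETS genes repressed by CIC in normal cells, and H3K27ac lay within 3000 bp of a TSS of both in each line. Cic, which encodes the normal repressor, lay within 5000 bp of 5 H3K27ac peaks in Ai9CDS and 4 in TOPCDS.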

Predictably, HA-CIC-DUX4 peaks strongly co-localized with H3K27ac consistent with its function as a transcriptional activator (Figure 4d). 

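Most HA peaks lay in acetylated chromatin. In Ai9CDS 4158 of 4883 HA peaks (85.2%, interval 84.1 to 86.1) overlapped an H3K27ac peak of the same line, and in TOPCDS 4410 of 5083 (86.8%, 85.8 to 87.7). The strongest shared HA peaks at Etv1, Etv4, Etv5, Dusp6, Spry2 and Vgf all overlapped H3K27ac in both lines. Of the TOPCDS peaks shared with Ai9CDS, 2063 (85.3%) overlapped H3K27ac of TOPCDS and had an Ai9CDS partner peak that overlapped H3K27ac of Ai9CDS. Among weak peaks the share was lower. It rose from 78.5% in the lowest quartile of HA fold enrichment to 95.1% in the highest in Ai9CDS, and from 81.0% to 95.2% in TOPCDS. Promoter peaks (84.6% and 85.1%), intron peaks (88.3% and 87.4%) and intergenic peaks (82.9% and 87.5%) differed little. H3K27ac peaks with an HA peak were stronger and wider. Their median fold enrichment was 19.9 against 5.65 without HA in Ai9CDS and 14.8 against 4.85 in TOPCDS, and their median width 1992 against 815 bp and 2490 against 944 bp. A wide peak is more likely to meet an HA peak, and the comparison of strength did not hold width fixed. Most acetylated regions had no HA peak, since 14.6% of H3K27ac peaks in Ai9CDS and 10.9% in TOPCDS carried one. HA was more frequent at H3K27ac peaks outside promoters (21.4% and 14.2%) than at promoters (6.40% and 5.89%). Relocated HA peaks overlapped H3K27ac at 1.99% and 3.15% (permutation p = 0.001, one-sided, the smallest that 1000 relocations can give). Rank correlations between fold enrichment and overlap were 0.189 and 0.168, and these and the differences in H3K27ac strength had a permutation p of 1e-05, two-sided, the smallest that 100000 permutations can give. The paper relates this co-localization to a function of CIC-DUX4 as a transcriptional activator, and its discussion draws on RNA-seq as well. Transcription was not measured in these libraries.

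**Figure D3:**
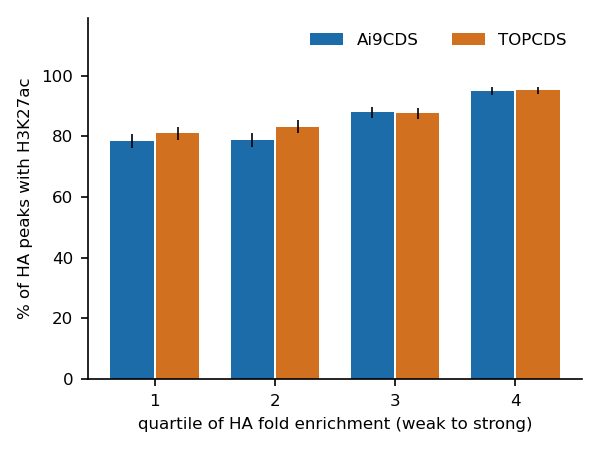
Percent of HA peaks that overlapped H3K27ac by quartile of HA fold enrichment, from 78.5% to 95.1% in Ai9CDS and from 81.0% to 95.2% in TOPCDS. Bars show exact 95% intervals.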

Lastly, we sought to identify other core transcription factors that may co-operatively regulate the transcriptional circuity in CDS. To do so, Ai9CDS and TOPCDS cell line H3K27ac ChIP-seq datasets were used to define Super Enhancers (SE) which were then interrogated for known transcription factor motifs. This analysis identified 11 transcription factors common between both cell lines all of which, with the exception of Tead1 and Creb3l2, are highly upregulated in mouse and human CIC-DUX4 sarcomas (Figure 4e)^29^. 

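H3K27ac peaks were stitched at the default distance of ROSE and ranked by the sum of fold enrichment times width. Above the point of slope 1 of the ranked curve lay 706 domains in Ai9CDS and 859 in TOPCDS, called super-enhancer-like because reads were not used. The highest domains of Ai9CDS lay nearest to Tmem98, Dusp6, Tns3, Sema6a and Etv4. Those of TOPCDS lay nearest to Zfp217, which encodes a zinc finger protein amplified in carcinomas, Ets1, Suclg2, Dusp6 and Hmga2, which encodes an architectural chromatin protein. An HA peak lay in 95.8% of the Ai9CDS domains and 85.3% of the TOPCDS domains, against 17.5% and 14.3% of the other stitched domains, which are shorter. These domains held 25.0% of all HA summits in Ai9CDS and 28.1% in TOPCDS. Of the Ai9CDS domains 400 (56.7%) overlapped one of TOPCDS, and 381 (44.4%) the other way. The counts depended on the rules. Stitching at 5000 bp gave 1317 domains in TOPCDS, and leaving out H3K27ac peaks within 2500 bp of a TSS gave 386 in Ai9CDS.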

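Of the 11 factors, 10 had a super-enhancer-like domain nearest to them or within 50000 bp of a TSS in both lines. The exception was Tcf7l1, a repressor in the Wnt pathway, which had one in TOPCDS at rank 95 and none in Ai9CDS. Creb3l2, which encodes a membrane-bound CREB factor, ranked 75 in Ai9CDS and 13 in TOPCDS, and Tead1 28 and 54. Gli3 ranked 177 and 34, Foxk1 132 and 53, and Pknox2, a TALE homeobox gene, 42 and 734. Srebf1, the regulator of lipid synthesis, ranked 342 and 33 through a domain nearest to Tom1l2. In the Gli3 domain of TOPCDS, 140.8 kb wide, 4 HA peaks were found, the strongest with a fold enrichment of 43.9. In 10000 random sets of 11 protein-coding genes with promoter H3K27ac in both lines, 0.645 genes on average and 5 at most had such a domain in both (permutation p = 1e-04, one-sided, the smallest that 10000 sets can give). The paper chose these factors from super-enhancers of the same libraries, so the count is not independent evidence. With peaks near a TSS left out it was 6, and with domains ranked by width it was 11. From motifs in super-enhancers the paper proposes these factors as regulators that act together in CDS. It also reports high expression in mouse and human tumors for all but Tead1 and Creb3l2. Motifs within the domains and the expression of these genes were not analysed here.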

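Etv1, Etv4, Etv5 and Ets1 each lay in a super-enhancer-like domain with several HA peaks in both lines. Etv4, of the PEA3 group of ETS genes with Etv1 and Etv5, had a domain at rank 5 in Ai9CDS and 11 in TOPCDS, with 9 and 8 HA peaks inside. The Etv1 domain ranked 10 and 35, with 7 and 9 HA peaks, and covered 88.1 and 91.2 kb. The Etv5 domain ranked 82 and 16, with 3 and 10 HA peaks. Ets1, a lymphoid and endothelial ETS gene, had a domain at rank 52 in Ai9CDS and at rank 2 in TOPCDS, with 4 and 8 HA peaks. The strongest shared HA peak at Etv5 lay 0.934 kb from a protein-coding TSS and that of Etv4 12.7 kb from one. That of Ets1 lay 245.2 kb away, outside the Ets1 domain of either line, and held 2 CIC octamers. With H3K27ac peaks near a TSS left out, Etv1 and Etv5 no longer had a domain in both lines, while Etv4 and Ets1 had one. The peak lists show where the fusion lay at these genes and hold no data on binding by ETS proteins.

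**Figure D4:**
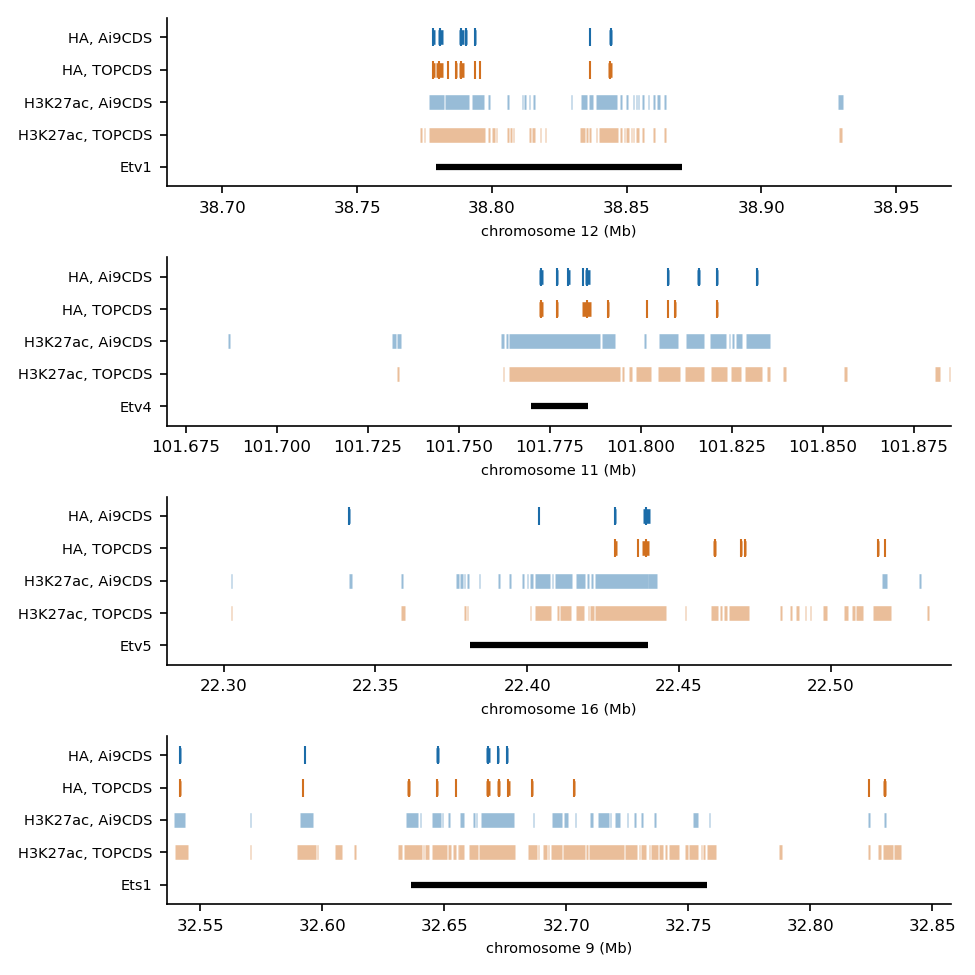
HA peaks (dark) and H3K27ac peaks (pale) within 100000 bp of Etv1, Etv4, Etv5 and Ets1 in the 2 lines, with the gene drawn in black. At any distance, Etv1 was the nearest gene to 8 HA peaks in Ai9CDS and 11 in TOPCDS, and Ets1 to 10 and 18. Some of these peaks lie outside the map.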

Remarkably, 4 of the 11 predicted genes are ETS transcription factors (i.e. Etv5, Etv4, Etv1, and Ets1) adding to a body of literature which has previously implicated these factors as critical drivers of CIC-DUX4 sarcomagenesis^5,28,30^.

## Discussion

CIC-DUX4 sarcoma (CDS) is a rare and highly aggressive undifferentiated small round cell sarcoma affecting adolescents and young adults^31^. Despite its clinical and morphological similarities to Ewing sarcoma, CDS is insensitive to conventional Ewing Sarcoma therapies translating to high rates of relapse and low survival^32^. To improve patient outcomes, the mechanisms underlying tumor initiation, maintenance, and metastasis need to be understood. One obstacle to acquiring this knowledge is the scarcity of primary tissues from patients with CDS necessary for developing and testing specific hypotheses. To overcome this, an animal model with an intact immune system that mimics the aggressive properties of CDS would be a valuable resource to the field.

To this end, we worked to develop a genetically engineered mouse model of CDS. Surprisingly, the chimeric animals from three independent models, irrespective of *Cic* haploinsufficiency, developed aggressive tumors and metastatic disease that was uniformly lethal between 3–9 weeks of life. All tumors were similar to human CDS in appearance and expressed a CIC-DUX4 fusion gene in the absence of Cre-recombinase. Although spontaneous (Cre-independent) recombination has been reported in other genetically engineered mouse models with conditional oncogenes, the event rate was low and tumors were specific to a few susceptible tissues and organs^33^. In the CDS models, the penetrance was complete and widespread. These results raise the possibility that spontaneous, Cre-independent recombination may be a common event in other conditional mouse models that employ the Cre-loxP system for gene regulation, but may not be appreciated if the potency of the oncogene is not as strong at CIC-DUX4. This may have important implications for mouse models of cancer where unanticipated expression of a neoantigen in the absence of Cre recombinase could engage the immune system prior to tumor initiation with exogenous Cre delivery. Regardless, the results of complete tumor penetrance in the 3 models of CDS in the absence of Cre demonstrate a strong positive selective pressure for the CIC-DUX4 fusion oncogene. Consistent with prior work, the RNA-seq and ChIP-seq data suggests that fusion of the DUX4 CTD converts the CIC transcriptional silencer into a potent transcriptional activator. Likely, this is mediated by the recruitment of P300/CBP and/or other histone acetyltransferases to genes normally silenced by CIC^34^. The genes most responsible and essential for the aggressive properties of CIC-DUX4 tumors remain to be determined. Our analysis of the transcriptional network activated in mouse CDS points to ETV1, ETV4, ETV5, and ETS1 as conserved targets of CIC-DUX4 and, more importantly, as key cooperative (and potentially redundant) regulators of the CDS transcriptional circuitry (Figure 4f). The role of ETV4 in CDS has been investigated before but the results are inconsistent. For example, in a transgenic zebrafish model of CDS, genetic loss of ETV4 impairs tumor formation^30^. In contrast, ETV4 knockdown in transformed CIC-DUX4-expressing NIH 3T3 cells had no effect on cell viability and tumor growth but did impair metastatic potential^28^. One explanation for the discrepancy may be a divergence in PEA3 subfamily (ETS transcription factors ETV1, ETV4, and ETV5) redundancy during evolution from zebrafish to human^35,36^. Another possibility relates to the species-specific distribution of ETS binding sites which has forestalled numerous attempts to model Ewing Sarcoma in mice^37^. To dissect the independent and overlapping roles of ETS1 and PEA3 subfamily genes in CDS, future work will use CRISPR/Cas9 to systematically and combinatorially delete these genes in cell lines and tumors. Of further interest is whether forced overexpression or stabilization of these same factors could be toxic to CDS cells in keeping with the ‘Goldilocks phenomenon’ of ETS family transcription factors described in Ewing Sarcoma^38,39^. Lastly, these results indicate that CDS, unlike Ewing Sarcoma, can be modeled in the mouse which is an important conceptual advance. However, innovative solutions to prevent spontaneous recombination and expression in the absence of Cre will be required to generate a CDS model that can be maintained through standard mouse breeding and lead to spatially- and temporally-restricted tumors as a platform for discovery and testing novel therapies.

## Figures and Tables

**Figure 1.**
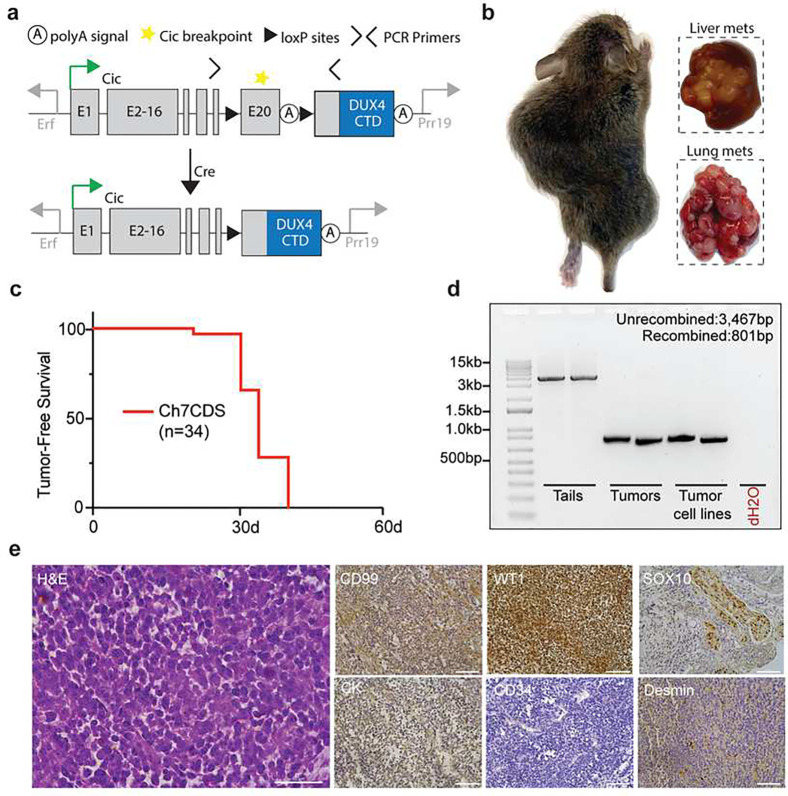
Fusion of a human DUX4 C-terminal domain to endogenous *Cic* is sufficient to generate small round cell sarcomas. a) Schematic of the Ch7CDS allele; Cre-loxP recombination creates a *Cic*-DUX4 gene fusion at the endogenous *Cic* allele on chr 7. b) Gross images of primary and metastatic tumors from chimeric Ch7CDS mice. c) Kaplan-Meier survival curve of chimeric Ch7CDS animals. d) DNA gel of amplification products from PCR across the loxP sites in tails, tumors, and tumor-derived cell lines (n=2 each). In the tumor and tumor-derived cell lines, a ~800bp PCR product is amplified consistent with loxP recombination. e) Representative images from an H&E stained slide (scale bar 50μm) and immunohistochemistry (IHC) panel (scale bar 100μm) on spontaneous tumors from Ch7CDS mice.

**Figure 2.**
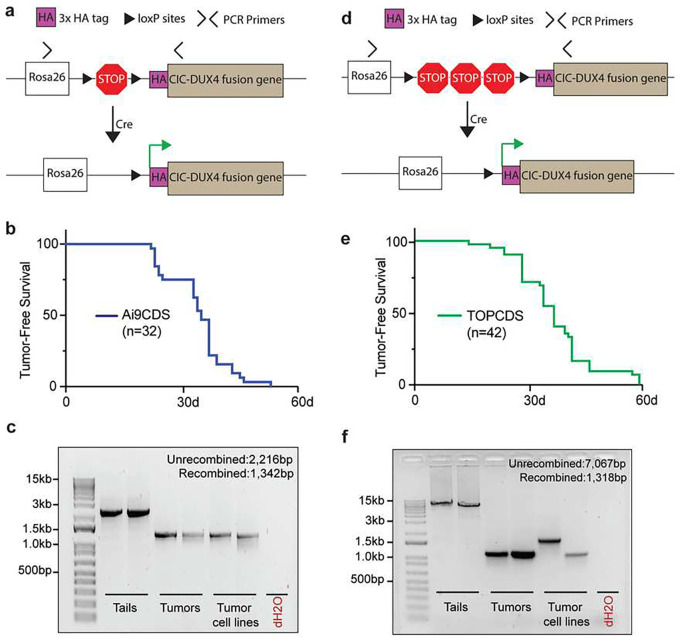
CIC haploinsufficiency is not required for CIC-DUX4 sarcomagenesis. a) Schematic of the Ai9CDS allele; Cre-loxP recombination removes a stop cassette and permits expression of an HA-CIC-DUX4 fusion gene at the Rosa26 locus. b) Kaplan-Meier survival curve of chimeric Ai9CDS animals. c) DNA gel of amplification products from PCR across the loxP sites in tails, tumors, and tumor-derived cell lines (n=2 each). d) Schematic of the TOPCDS allele; Cre-loxP recombination removes a stop cassette (containing multiple polyA sequences in tandem) and permits expression of an HA-CIC-DUX4 fusion gene at the Rosa26 locus. e) Kaplan-Meier survival curve of chimeric TOPCDS animals. f) DNA gel of amplification products from PCR across the loxP sites in tails, tumors, and tumor-derived cell lines (n=2 each).

**Figure 3.**
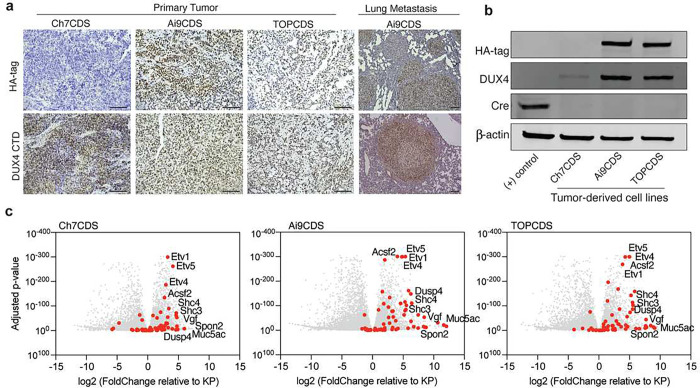
Mouse tumors express CIC-DUX4 and a transcriptional signature consistent with CDS. a) Representative images from HA-tag (top) and DUX4 (bottom) IHC in primary and metastatic tumors from Ch7CDS, Ai9CDS, and TOPCDS mice (scale bar 100μm). b) Western blot on a Cre-expressing control cell line and tumor-derived cell lines probed for the HA-tag, DUX4 CTD, and Cre recombinase. DUX4 confirms the expression of a ~260kD protein in all three CDS cell lines corresponding to the predicted size of the CIC-DUX4 fusion. Anti-HA is specific to the two epitope-tagged cell lines, however, all three CDS cell lines are negative for Cre. c) Volcano plots showing differentially expressed genes in CDS tumors compared to KP (Kras^G12D^, p53^fl/fl^) mouse sarcomas. Red dots correspond to 65 genes highly and specifically expressed CIC-DUX4 target genes selected from human datasets^29,40^.

**Figure 4.**
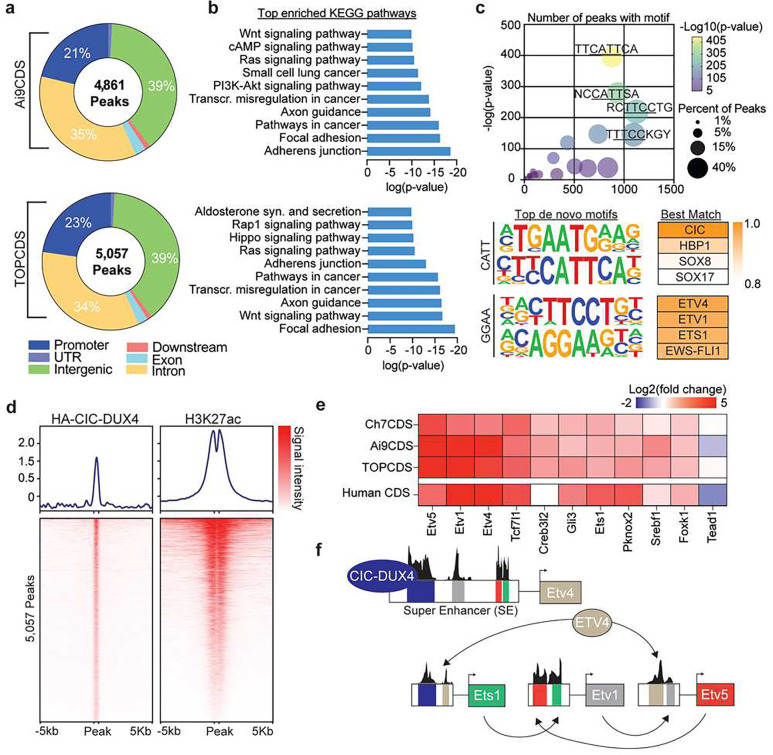
CIC-DUX4 behaves as a neomorphic transcriptional activator. a) Pie charts corresponding to the genomic location of all HA-CIC-DUX4 peaks in tumor cell lines from Ai9CDS and TOPCDS mice. b) Top enriched KEGG pathways based on all genes associated with a HA-CIC-DUX4 peak. c) Dot plot (top) showing the top 25 most enriched de novo motifs identified in 2,410 shared HA-CIC-DUX4 peaks. The top four de novo motifs match the predicted binding sites for CIC (AATG/CATT) and ETS-family transcription factors (TTCC/GGAA). d) Ranked heatmaps showing relative read coverage from HA-CIC-DUX4 and H3K27ac ChIP across all 5,057 HA-CIC-DUX4 peaks in TOPCDS cells. e) Heatmap displaying the log2 fold change (mouse CDS tumor/mouse KP sarcoma) for all 11 transcription factors predicted to be core regulators of the CDS transcriptional circuitry. On the bottom row, log2 fold change in human CDS relative to ES^29^ is included. f) Summary of the results from CRCmapper highlighting the interconnected auto-regulatory loop between CIC-DUX4 and ETS transcription factors.

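By location of the summit, 37.7% of Ai9CDS HA peaks lay in introns, 37.5% between genes, 2.72% downstream of genes, 1.33% in exons and 0.573% in UTRs, the rest at promoters. In TOPCDS the shares were 36.3%, 37.9%, 2.38%, 1.18% and 0.433%. Relocated peaks lay between genes at 45.1% in both lines. With promoters drawn at 1000 bp the promoter share fell to 9.81% and 11.5%, the intron share rose to 43.5% and 42.1% and the intergenic share to 40.2% and 40.5%. The median summit lay 43495 bp from a protein-coding TSS in Ai9CDS and 45028 bp in TOPCDS. Within 1000 bp lay 4.40% and 5.61%, and beyond 100000 bp 29.8% and 29.5%. A strong peak in an intron of Vti1a, which encodes a SNARE protein, lay 175.5 kb from its TSS, and the intronic Gmds peak lay 40.0 kb from a TSS.

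**Figure D5:**
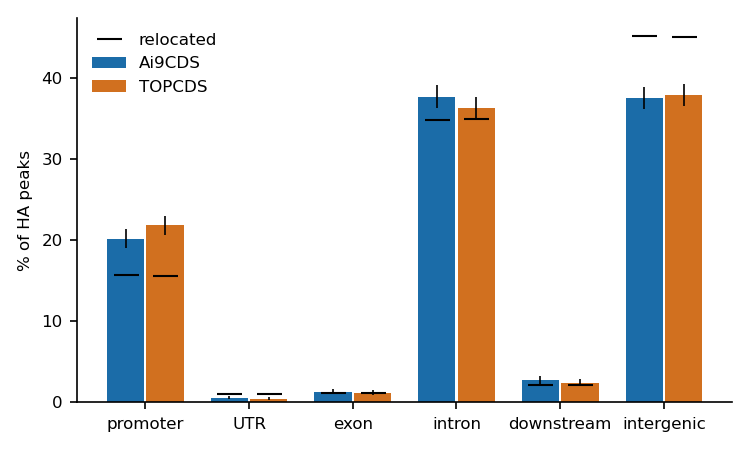
Percent of HA peaks by location of the summit with exact 95% intervals, from 37.7% in introns to 0.573% in UTRs in Ai9CDS. Black lines are the mean of 1000 relocations, 45.1% between genes.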

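Every word of 8 bases was counted at the shared summits and in both flanks, without choosing motifs. Of 32896 words, each with its reverse complement, 950 were more frequent at the summits at an adjusted p under 0.05. The first was TGAATGAA (TTCATTCA), followed by ATGAATGA, ATGAATGG and TCCATTCA, all with the CIC core AATG. The next was ACAGGAAG, with the ETS core GGAA, found at 12.9% of summits and 2.13% of flanks (ratio 6.04, adjusted exact p = 3.78e-68). ACTTCCTG, the complement of CAGGAAGT, was at 10.5% and 1.43%. Each word was put in 1 class. Of the top 25, 13 were classed by a CIC core or octamer and 12 by an ETS core or site. AGGAAATG, classed as ETS, also holds the CIC core. Words with the AP-1 site came later. Of all 950 words, 567 held no CIC, ETS or AP-1 core and no TEAD or RUNX site. ATGAATGG, which holds the first 7 bases of the octamer form TGAATGGA, was 22.1 times as frequent at summits as in flanks. The test was Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over all words. Overlapping words are not independent.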

## References

[1] YoshimotoM. Detailed cytogenetic and array analysis of pediatric primitive sarcomas reveals a recurrent CIC-DUX4 fusion gene event. Cancer Genet. Cytogenet. 195, 1–11 (2009).1983726110.1016/j.cancergencyto.2009.06.015

[2] ItalianoA. High prevalence of CIC fusion with double-homeobox (DUX4) transcription factors in EWSR1-negative undifferentiated small blue round cell sarcomas. Genes. Chromosomes Cancer 51, 207–218 (2012).2207243910.1002/gcc.20945PMC3404826

[3] AntonescuC. R. Sarcomas With CIC-rearrangements Are a Distinct Pathologic Entity With Aggressive Outcome: A Clinicopathologic and Molecular Study of 115 Cases. Am. J. Surg. Pathol. 41, 941–949 (2017).2834632610.1097/PAS.0000000000000846PMC5468475

[4] HendricksonP. G. Conserved roles of mouse DUX and human DUX4 in activating cleavage-stage genes and MERVL/HERVL retrotransposons. Nat. Genet. 49, 925–934 (2017).2845945710.1038/ng.3844PMC5703070

[5] Kawamura-SaitoM. Fusion between CIC and DUX4 up-regulates PEA3 family genes in Ewing-like sarcomas with t(4;19)(q35;q13) translocation. Hum. Mol. Genet. 15, 2125–2137 (2006).1671705710.1093/hmg/ddl136

[6] YoshimotoT. CIC-DUX4 Induces Small Round Cell Sarcomas Distinct from Ewing Sarcoma. Cancer Res. 77, 2927–2937 (2017).2840458710.1158/0008-5472.CAN-16-3351PMC5488331

[7] WisdomA. J. Single cell analysis reveals distinct immune landscapes in transplant and primary sarcomas that determine response or resistance to immunotherapy. Nat. Commun. 11, 6410 (2020).3333508810.1038/s41467-020-19917-0PMC7746723

[8] DonahueJ. E. Primary Spinal Epidural CIC-DUX4 Undifferentiated Sarcoma in a Child. Pediatr. Dev. Pathol. Off. J. Soc. Pediatr. Pathol. Paediatr. Pathol. Soc. 21, 411–417 (2018).10.1177/1093526617707856PMC557597928474974

[9] ConnollyE. A. Systemic treatments and outcomes in CIC-rearranged Sarcoma: A national multi-centre clinicopathological series and literature review. Cancer Med. 11, 1805–1816 (2022).3517886910.1002/cam4.4580PMC9041083

[10] GeorgeS. H. L. Developmental and adult phenotyping directly from mutant embryonic stem cells. Proc. Natl. Acad. Sci. U. S. A. 104, 4455–4460 (2007).1736054510.1073/pnas.0609277104PMC1838622

[11] OristianK. M. Loss of MST/Hippo Signaling in a Genetically Engineered Mouse Model of Fusion-Positive Rhabdomyosarcoma Accelerates Tumorigenesis. Cancer Res. 78, 5513–5520 (2018).3009356210.1158/0008-5472.CAN-17-3912PMC6459603

[12] YuG., WangL.-G. & HeQ.-Y. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics 31, 2382–2383 (2015).2576534710.1093/bioinformatics/btv145

[13] HeinzS. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell 38, 576–589 (2010).2051343210.1016/j.molcel.2010.05.004PMC2898526

[14] WhyteW. A. Master Transcription Factors and Mediator Establish Super-Enhancers at Key Cell Identity Genes. Cell 153, 307–319 (2013).2358232210.1016/j.cell.2013.03.035PMC3653129

[15] Saint-AndréV. Models of human core transcriptional regulatory circuitries. Genome Res. 26, 385–396 (2016).2684307010.1101/gr.197590.115PMC4772020

[16] GrahamC., Chilton-MacNeillS., ZielenskaM. & SomersG. R. The CIC-DUX4 fusion transcript is present in a subgroup of pediatric primitive round cell sarcomas. Hum. Pathol. 43, 180–189 (2012).2181315610.1016/j.humpath.2011.04.023

[17] LeidenrothA. & HewittJ. E. A family history of DUX4: phylogenetic analysis of DUXA, B, C and Duxbl reveals the ancestral DUX gene. BMC Evol. Biol. 10, 364 (2010).2111084710.1186/1471-2148-10-364PMC3004920

[18] ChebibI. & JoV. Y. Round cell sarcoma with CIC-DUX4 gene fusion: Discussion of the distinctive cytomorphologic, immunohistochemical, and molecular features in the differential diagnosis of round cell tumors. Cancer Cytopathol. 124, 350–361 (2016).2680012410.1002/cncy.21685

[19] ChoiE.-Y. K. Undifferentiated Small Round Cell Sarcoma With t(4;19)(q35;q13.1) CIC-DUX4 Fusion: A Novel Highly Aggressive Soft Tissue Tumor With Distinctive Histopathology. Am. J. Surg. Pathol. 37, 1379–1386 (2013).2388716410.1097/PAS.0b013e318297a57d

[20] SpechtK. Distinct transcriptional signature and immunoprofile of *CIC-DUX4* fusion-positive round cell tumors compared to *EWSR1* -rearranged ewing sarcomas: Further evidence toward distinct pathologic entities: Gene Expression in *CIC-DUX4* Sarcomas. Genes. Chromosomes Cancer 53, 622–633 (2014).2472348610.1002/gcc.22172PMC4108073

[21] Simón-CarrascoL., JiménezG., BarbacidM. & DrostenM. The Capicua tumor suppressor: a gatekeeper of Ras signaling in development and cancer. Cell Cycle Georget. Tex 17, 702–711 (2018).10.1080/15384101.2018.1450029PMC596955129578365

[22] KimJ. W., PonceR. K. & OkimotoR. A. Capicua in Human Cancer. Trends Cancer 7, 77–86 (2021).3297808910.1016/j.trecan.2020.08.010PMC7770027

[23] ZhengB., SageM., SheppeardE. A., JurecicV. & BradleyA. Engineering mouse chromosomes with Cre-loxP: range, efficiency, and somatic applications. Mol. Cell. Biol. 20, 648–655 (2000).1061124310.1128/mcb.20.2.648-655.2000PMC85158

[24] JacksonE. L. Analysis of lung tumor initiation and progression using conditional expression of oncogenic K-ras. Genes Dev. 15, 3243–3248 (2001).1175163010.1101/gad.943001PMC312845

[25] SiegeleB. DUX4 Immunohistochemistry Is a Highly Sensitive and Specific Marker for CIC-DUX4 Fusion-positive Round Cell Tumor. Am. J. Surg. Pathol. 41, 423–429 (2017).2787951710.1097/PAS.0000000000000772

[26] KirschD. G. A spatially and temporally restricted mouse model of soft tissue sarcoma. Nat. Med. 13, 992–997 (2007).1767605210.1038/nm1602

[27] LinY. K., WuW., PonceR. K., KimJ. W. & OkimotoR. A. Negative MAPK-ERK regulation sustains CIC-DUX4 oncoprotein expression in undifferentiated sarcoma. Proc. Natl. Acad. Sci. U. S. A. 117, 20776–20784 (2020).3278834810.1073/pnas.2009137117PMC7456153

[28] OkimotoR. A. CIC-DUX4 oncoprotein drives sarcoma metastasis and tumorigenesis via distinct regulatory programs. J. Clin. Invest. 129, 3401–3406 (2019).3132916510.1172/JCI126366PMC6668665

[29] CarrabottaM. Integrated Molecular Characterization of Patient-Derived Models Reveals Therapeutic Strategies for Treating CIC-DUX4 Sarcoma. Cancer Res. 82, 708–720 (2022).3490360110.1158/0008-5472.CAN-21-1222PMC9359717

[30] WatsonS. CIC-DUX4 expression drives the development of small round cell sarcoma in transgenic zebrafish: a new model revealing a role for ETV4 in CIC-mediated sarcomagenesis. 10.1101/517722 (2019) doi:10.1101/517722.

[31] YoshidaA. CIC-rearranged Sarcomas: A Study of 20 Cases and Comparisons With Ewing Sarcomas. Am. J. Surg. Pathol. 40, 313–323 (2016).2668508410.1097/PAS.0000000000000570

[32] MancarellaC., CarrabottaM., ToracchioL. & ScotlandiK. CIC-Rearranged Sarcomas: An Intriguing Entity That May Lead the Way to the Comprehension of More Common Cancers. Cancers 14, 5411 (2022).3635882710.3390/cancers14215411PMC9657047

[33] PolitiK. ‘Designer’ tumors in mice. Oncogene 23, 1558–1565 (2004).1466105710.1038/sj.onc.1207275

[34] BosnakovskiD. Inactivation of the CIC-DUX4 oncogene through P300/CBP inhibition, a therapeutic approach for CIC-DUX4 sarcoma. Oncogenesis 10, 68 (2021).3464231710.1038/s41389-021-00357-4PMC8511258

[35] MesquitaD. Specific and redundant activities of ETV1 and ETV4 in prostate cancer aggressiveness revealed by co-overexpression cellular contexts. Oncotarget 6, 5217–5236 (2015).2559590810.18632/oncotarget.2847PMC4467144

[36] WeiG.-H. Genome-wide analysis of ETS-family DNA-binding in vitro and in vivo. EMBO J. 29, 2147–2160 (2010).2051729710.1038/emboj.2010.106PMC2905244

[37] RamachandranB., RajkumarT. & GopisettyG. Challenges in modeling EWS-FLI1-driven transgenic mouse model for Ewing sarcoma. Am. J. Transl. Res. 13, 12181–12194 (2021).34956445PMC8661172

[38] GaoY. ETV6 dependency in Ewing sarcoma by antagonism of EWS-FLI1-mediated enhancer activation. Nat. Cell Biol. (2023) doi:10.1038/s41556-022-01060-1.PMC1010176136658219

[39] LuD. Y. The ETS transcription factor ETV6 constrains the transcriptional activity of EWS–FLI to promote Ewing sarcoma. Nat. Cell Biol. (2023) doi:10.1038/s41556-022-01059-8.PMC992858436658220

[40] ComitaniF. Diagnostic classification of childhood cancer using multiscale transcriptomics. Nat. Med. 29, 656–666 (2023).3693224110.1038/s41591-023-02221-xPMC10033451

How the deposited data were processed for this re-analysis (not part of the article)

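Peak lists were analysed for 4 ChIP-seq libraries, HA and H3K27ac in the Ai9CDS and the TOPCDS tumor-derived cell line, with 1 library each. The 2 input libraries have no file of their own and were not analysed here. RNA-seq, blots and tumor data were not analysed here.

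According to the paper and the submitters' processing notes, the authors trimmed reads with Trimmomatic 0.39, aligned them to mm10 (GRCm38) with Bowtie2, removed duplicates with Picard 2.18.2 and called peaks with MACS3. deepTools is named for coverage. Each deposited list gives position, fold enrichment and -log10 q as computed by the authors' caller, and no value was rescaled. The deposited fold is the caller's ratio of 1 library over a background, so folds were never compared between lists. The deposited -log10 q served as a filter and as an alternative rank. The TOPCDS H3K27ac list counts starts from 1 and has no summit column, so starts were shifted by 1 bp and midpoints were used. Its columns differ from those of the other lists, and whether it was called in the same way is not known. Whether inputs served as the control of the calls is not given in the sources used here. The ENCODE blacklist was not applied here.

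All computations were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and pysam 0.24.0, and figures with matplotlib 3.10.9. Genes came from GENCODE vM21 and sequence from GRCm38. Library depth is unknown because the files hold no reads, so precision is given as exact binomial (Clopper-Pearson) 95% intervals over peaks.

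Peaks were shared when they overlapped by at least 1 bp. A promoter was the 3000 bp to both sides of any annotated TSS, and locations followed the order promoter, UTR, exon, intron, downstream within 3000 bp, intergenic. Chance levels came from 1000 relocations of the peaks within the sequence of their chromosome, keeping widths. For H3K27ac lists 100 relocations were used, 20 for reciprocal overlap of H3K27ac lists and 50 for overlap of at least 50% of the HA peak. Rank correlations and differences of medians were tested with 100000 permutations. A gene was bound when its TSS was the nearest protein-coding TSS to a shared HA summit in both lines. For the gene lists only shared TOPCDS peaks were relocated or drawn, so these chance levels did not ask for both lines. H3K27ac peaks with HA stayed among those drawn. The 21 gene lists cover markers and core factors named by the paper, CIC targets, ETS genes, RAS-MAPK feedback, immediate early genes, Hippo, Wnt, PI3K-AKT, focal adhesion, adherens junction, axon guidance, cell cycle, mesenchymal, muscle, endothelial, leukocyte, hepatocyte, DUX, ribosomal and immunohistochemistry genes. Spry3, Cd99 and Zscan4a had no protein-coding match in the annotation.

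Motifs were searched within 100 bp of the TOPCDS summit of shared peaks and in a window of the same width 2000 bp away on a randomly drawn side, and compared by an exact sign test over peaks. Words of 8 bases were compared with both flanks by Fisher's exact test. H3K27ac peaks were stitched at 12500 bp. To find sequence present in several copies, 48 bp tiles of each HA summit window were matched exactly to both strands of the genome. Adjusted p-values follow Benjamini-Hochberg.

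Named genes are those the paper names, the strongest 10 genes among shared peaks, the strongest 5 among peaks of each line alone, up to 4 bound genes of each list with the strongest peaks, unbound members where a sentence is about them, and the 10 highest domains of each line. The groups, tests, gene lists, motifs and alternatives were fixed before the data were examined, except for those named in the closing part as chosen afterwards. Alternatives covered a filter at -log10 q of 5, reciprocal overlap of 50%, summits within 200 bp, promoter windows, protein-coding transcripts, distances to genes, motif windows of 50 bp, shuffled sequence, draws of H3K27ac peaks, and stitching and ranking rules.

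List overlap, promoter shares, gene lists, the motif sign test, the 8-base words and the ranking of domains were tested on simulated data. The rank correlations, differences of medians, random sets of factors, search for copies and Fisher's exact tests between line-alone peaks were not. With 5000 random peaks and 20 shared peaks put in, 20.4 peaks above chance were found on average and the test passed in 100% of 20 pairs of lists. With none put in it passed in 10.0% of 40 pairs. With 300 of 5000 peaks moved to a TSS, 256.8 above chance were found. Gene lists of 20 genes without an added peak passed in 3.0% of 200 lists at 2400 peaks. With the CIC octamer put into 120 of 2400 windows, 119.4 above the flanks were found, and 2 of all 8-base words passed, the octamer first. With 300 high scores among 12300 domains, 335 lay above the bend, and with 800 among 12800, 829.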

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

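Tests chosen only after the results were seen were those of AP-1 and CIC sites between line-alone peaks, of genes with 8 or more peaks, of the 500 strongest peaks, of acetylation in the other line and of CIC sites in 5 windows, themselves picked after the peaks were seen.

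HA peaks overlapped H3K27ac in 85.2% and 86.8% of cases, which open chromatin pulled down with any antibody would also give. In that case the CIC octamer would be as frequent at H3K27ac peaks without HA. It was 9.64 times as frequent at HA peaks with H3K27ac in Ai9CDS (24.0% against 2.49%) and 7.57 times in TOPCDS (27.9% against 3.69%). The windows at H3K27ac peaks stood at their own summits, or midpoints in TOPCDS, which need not be the open site. They held the octamer even less often than the flanks of HA peaks with H3K27ac (4.23% and 4.08%). The comparison therefore cannot decide whether open chromatin accounts for the overlap. A specific recruitment of the fusion to acetylated chromatin, or acetylation at its sites, remains a hypothesis, and a control immunoprecipitation in cells without the tag was not analysed here.

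About equal numbers of HA peaks were shared and found in 1 line alone. Line-alone peaks had 0.710 (Ai9CDS) and 0.726 (TOPCDS) times the median fold enrichment of shared peaks, so peaks near the calling threshold cannot be told apart from real differences for the set as a whole. Among the 500 strongest peaks of each line 16.4% and 14.0% were still found in that line alone, with a -log10 q of at least 56.6 and 56.8. The CIC octamer was 3.91 and 5.55 times as frequent at line-alone summits as in their flanks, which argues against unspecific signal as the whole cause. Only 16.7% and 21.1% of line-alone peaks held it, so this does not speak for the rest. Of line-alone peaks 31.2% in Ai9CDS and 47.5% in TOPCDS had H3K27ac in that line and none in the other, against 1.94% and 3.89% of shared peaks, so chromatin acetylated in 1 line may account for a part. The lines differ in mouse model and tumor, and with 1 library each these cannot be separated from library differences.

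Of 29 windows of 1 Mb with 10 or more HA peaks in both lines, 5 were picked because under 50% of these peaks overlapped H3K27ac in both lines, while the other windows had 78.6% to 100%. The 5 windows held 175 HA peaks of Ai9CDS and 203 of TOPCDS, among them 22.5% and 27.8% of all HA peaks without H3K27ac. Sequence present in several copies of the genome is a candidate explanation, as 76.6% and 83.3% of these summits had 2 or more exact copies, against 3.70% and 2.77% elsewhere. Dense binding through CIC sites is argued against, because the octamer was 0.250 and 0.148 times as frequent there as elsewhere. Part of this gap goes with the missing H3K27ac by which the windows were picked. HA peaks without H3K27ac outside the windows held the octamer at 14.6% and 13.8%, against 5.71% and 3.94% of all HA peaks in the windows. Summits with copies may repeat the same sequence, so they may not be separate observations. The window on chromosome 11 from 3000001 to 4000000, near Sfi1, had no multi-copy summit and stays unexplained.

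The AP-1 site was 2.59 times as frequent in HA peaks of Ai9CDS alone as in those of TOPCDS alone (15.4% against 5.93%, Fisher's exact p = 8.44e-29, two-sided). The test counts peaks of 1 library per line, so it compares these 2 libraries and does not show a difference between the lines.

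The CIC octamer was 0.794 times as frequent in HA peaks of Ai9CDS alone as in those of TOPCDS alone (Fisher's exact p = 8.64e-05, two-sided, over peaks), which again compares 1 library with 1 library.

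The AP-1 site stood at 12.5% of shared HA summits. The text of the paper does not name this site, and most motifs in its Fig. 4c carry no label.

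With the 5 windows left out, 25 genes were nearest to 8 or more HA peaks in both lines, against 2.40 expected and 8 at most in 1000 relocations (permutation p = 0.001, one-sided, the smallest these can give), and the paper does not report them as a group. The relocations moved each peak singly and each line separately, so they kept neither clusters of peaks nor the sharing between lines. An excess over them was therefore likely from the start, and the p-value does not show more than that clustering and sharing.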

How the results depend on the processing

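Of 158 alternatives fixed in advance for 50 results, 130 kept the call or value. Of those chosen after the data were seen, 23 were run (the 5 windows left out, narrower promoters, H3K27ac peaks of Ai9CDS as motif control), and all 23 kept the call. The cause of each change below was not tested.

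The promoter excess turned to 0.444 in Ai9CDS and 0.547 in TOPCDS against random H3K27ac peaks. With promoters at 1000 bp the shares moved to 9.81% (promoter), 43.5% (intron) and 40.2% (intergenic) in Ai9CDS and to 11.5%, 42.1% and 40.5% in TOPCDS. HA-bound genes moved to 387 and 455 with a TSS within 3000 bp.

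Against random shared H3K27ac peaks 6 gene lists no longer passed: markers named by the paper (1.53 times), core transcription factors (1.12), CIC targets (1.39), RAS-MAPK feedback (1.197), Hippo (1.06) and focal adhesion (1.06). The list of DUX targets gave no ratio there, since no draw met one of its genes. H3K27ac peaks with HA were among those drawn. Under Fisher's exact test over all protein-coding genes these passed in addition: ETS family (3.81), immediate early genes (3.54), Wnt (2.70), PI3K-AKT (3.86), cell cycle (3.40) and immunohistochemistry genes (7.08), and axon guidance changed direction and passed (4.72). Adherens junction (2.15) and mesenchymal markers (1.57) also changed direction there, without passing. Changes of direction without a pass under the other alternatives are not listed here. At a -log10 q of 5 or more the ETS family (2.32) and the cell cycle list (2.39) passed, and with a TSS within 50000 bp PI3K-AKT (2.47).

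Super-enhancer-like domains moved to 1317 in TOPCDS with stitching at 5000 bp and to 386 in Ai9CDS without peaks near a TSS. The overlap with H3K27ac ranged from 80.3% to 88.1% in Ai9CDS and from 80.4% to 90.0% in TOPCDS, shared HA peaks from 2070 to 2418, the CIC ratio from 5.72 to 12.3 and the ETS ratio from 2.46 to 6.24, with the same call in each. No batch, replicate or pairing is given for these libraries, so none was tested.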

Differences from the paper's values

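The paper gives an observed over expected ratio at promoters of 3 to 4, and the ratio here was 1.285 in Ai9CDS and 1.40 in TOPCDS. The text of the paper names no window and no background for this ratio. Of the alternatives fixed before the data were examined, all stayed over 1.5 times below the paper's lower value of 3: promoters at 1000 bp (1.60 and 1.89), protein-coding transcripts (1.35 and 1.495), peaks with -log10 q of 5 or more (1.28 and 1.38) and draws from H3K27ac peaks (0.444 and 0.547). Leaving out 5 windows dense in HA peaks without H3K27ac, chosen afterwards, gave 1.25 and 1.36. Promoters from 1000 bp upstream to 100 bp downstream, also chosen afterwards, gave 1.94 in Ai9CDS, still apart, and 2.41 in TOPCDS, within 1.5 times. With protein-coding transcripts alone this window, chosen afterwards too, gave 2.40 and 3.12, both within 1.5 times of the paper's 3.

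The paper's Fig. 4c places an ETS motif in about 1100 shared peaks, read from the dot plot, and AGGAAGT was found here in 528. All alternatives stayed apart: -log10 q of 5 or more (504), 50 bp windows (306), peaks outside promoters (435) and CCGGAAGT (16) among those fixed in advance, and those 5 windows left out (521) afterwards. The paper's motif is a de novo matrix and this is an exact word. For the CIC motif the paper's figure reads about 870 in Fig. 4c against 744 here, within 1.5 times. With 50 bp windows (456), peaks outside promoters (576) and TGAATGAA alone (420) it lay further away.

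Peak counts lay close to the paper's, 4883 against the paper's 4861 in Ai9CDS and 5083 against the paper's 5057 in TOPCDS, and shared peaks 2425 against the paper's 2410. The paper describes a blacklist filter that was not applied here. With H3K27ac peaks near a TSS left out, 6 of the paper's 11 core factors had a domain in both lines, and in the main analysis 10.

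The paper names Wnt and PI3K-AKT among enriched pathways, and its Fig. 4b lists axon guidance and adherens junction. With relocated peaks the Wnt (1.02 times), PI3K-AKT (1.59), axon guidance (0.905) and adherens junction lists (0.721) did not pass here. Fisher's exact test over all protein-coding genes, fixed in advance, called Wnt, PI3K-AKT and axon guidance (adjusted p = 0.0158, 9.72e-05 and 9.65e-07) and not adherens junction (0.118), and a TSS within 50000 bp called PI3K-AKT (0.0330). The Hippo list, also named by the paper, passed with relocated peaks (2.46 times) and did not pass against shared H3K27ac peaks (1.06 times, adjusted permutation p = 0.839). The lists are not the KEGG sets the paper used. The genes differ too, since the paper's Fig. 4b drew on every gene assigned to an HA peak. Here a gene counted only if it was nearest to a shared HA peak in both lines. Expected counts of the relocations and draws came from TOPCDS peaks alone and can be too high. The draws also included H3K27ac peaks with HA.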

Other observations

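The genes in the first paragraph were chosen after their values were seen. Several genes that the paper does not name carried HA peaks in number. Hmga2, which encodes an architectural chromatin protein of embryonic and mesenchymal tumor cells, was nearest to 15 HA peaks in Ai9CDS and 13 in TOPCDS, all with H3K27ac. Irs2, which encodes an adaptor of insulin and IGF receptors, was nearest to 13 in each line, all with H3K27ac. Myc was nearest to 15 and 12, Phlda1, an ERK-responsive gene, to 10 and 16, and Trib2, which encodes a pseudokinase, to 10 and 14. Igfbp3, which encodes an IGF-binding protein, was nearest to 12 and 8. Among the 25 such genes 4930467E23Rik had no acetylated HA peak in either line.

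Cd34, a surface marker of progenitor and endothelial cells, had its strongest shared peak 145.4 kb from a TSS, at rank 280 in Ai9CDS and 99 in TOPCDS. Wt1, which encodes a developmental transcription factor used in the diagnosis of small round cell tumors, had an intronic peak at rank 1326 and 318. At Gt(ROSA)26Sor, the locus that carries the fusion gene in both models, 0 HA peaks and 3 H3K27ac peaks lay in each line. Near Cic 1 weak HA peak was called in TOPCDS, with a fold enrichment of 2.89, and 0 in Ai9CDS.

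Tests of the AP-1 pattern were chosen only after the result was seen. AP-1 sites were richer in line-alone HA peaks of Ai9CDS, as given above. A candidate explanation is that acetylated chromatin of the Ai9CDS line is richer in AP-1 sites as a whole. In H3K27ac peaks of 1 line alone without HA, the AP-1 share was 7.73% in Ai9CDS and 3.73% in TOPCDS, a ratio of 2.08 (Fisher's exact p = 3.92e-32, two-sided), so the difference between these libraries was also present away from HA. The test counts peaks, and with 1 library per line this could also be a difference between libraries, tumors or cultures, and the abundance of Fos and Jun proteins was not analysed here.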
